# Homeostatic pockets of interferon lambda-stimulated gene production in the intestine are associated with localized exposure to bacterial microbiota

**DOI:** 10.1080/19490976.2024.2447830

**Published:** 2024-12-30

**Authors:** David A. Constant, Jacob A. Van Winkle, Kimberly A. Meyer, Shelby R. Madden, Bryan Ramirez Reyes, Timothy J. Nice

**Keywords:** Interferon lambda, innate immunity, intestinal epithelium

## Abstract

Tolerance of enteric microbiota and clearance of potential pathogens is critical for gut homeostasis. We previously found that the healthy small intestine of mice contains discrete pockets of antiviral gene expression that depend on bacterial microbiota colonization and interferon lambda (IFN-λ) receptor expression by intestinal epithelial cells. We now use spatial transcriptomic profiling of homeostatic interferon response pockets to show that they contain a broader cytokine signature that is consistent with activation of innate immune sensors, including toll-like receptors (TLRs). Additionally, we find that these homeostatic innate immune responses are associated with increased local abundance of luminal bacteria, but not with particular bacterial species or overt defects in the epithelial barrier. We find that deficiency of the TLR adaptor MyD88 in hematopoietic cells significantly reduces the abundance of homeostatic innate immune pockets, and stimulation with the bacterial product lipopolysaccharide preferentially stimulates IFN-λ production by intestinal immune cells. We propose that localized increases in proximity of bacterial microbiota to intestinal epithelium result in increased homeostatic uptake of TLR ligands, which stimulates resident immune cells to produce cytokines, including IFN-λ. These localized innate immune responses enhance the immunological barrier, maintaining homeostasis with beneficial microbes and protecting against potential occult pathogens that may be present among the luminal microflora.

## Introduction

The intestinal epithelium must perform multiple and often contradictory functions: absorbing nutrients and secreting waste, while also tolerating bacterial microbiota and controlling invading pathogens. Interferon lambda (IFN-λ) is an antiviral cytokine that primarily stimulates epithelial cells and is both necessary and sufficient for control of many enteric pathogens.^1^ Previously, we have shown that murine bacterial microbiota stimulates a highly localized homeostatic IFN-λ response that provides preemptive protection from infection with murine rotavirus (mRV) independent of type I IFN signaling.^2^ The homeostatic interferon-stimulated gene (ISG) expression pattern we observed in this previously published work was restricted to individual villi or small groups of villi near one another and was ablated by knockout of the IFN-λ receptor or antibiotics treatment to deplete the bacterial microbiota. These intriguing findings prompted the studies presented here, in which we investigate the broader gene expression signature associated with the localized homeostatic IFN-λ response, the spatial relationship of this response to bacteria, and the role of toll-like receptor signaling in regulating this response.

IFN-λ production is stimulated by pattern recognition receptor (PRR) activation. Toll-like receptors (TLRs) are important PRRs which stimulate production of interferons and other cytokines via adaptor proteins such as myeloid differentiation primary response protein 88 (MyD88) and TIR domain containing adaptor molecule 1 (TICAM1, also known as TRIF). In our prior studies, we have shown that oral exposure to the bacterial product lipopolysaccharide (LPS) is partially sufficient for stimulating localized homeostatic IFN-λ response.^2^ However, the specific role of bacterial microbiota and the broader transcriptional character of localized homeostatic responses remained unknown. In our work described here, we use spatial transcriptomic and imaging approaches to define the localized immune response and its association with bacteria. Additionally, we demonstrate that functional MyD88 signaling in hematopoietic cells is required for an intact homeostatic IFN-λ response.

## Results and discussion

### Homeostatic interferon lambda responses are accompanied by a broad inflammatory signature

A major outstanding question from our prior observations of homeostatic interferon-stimulated gene (ISG) expression is what defines their localized occurrence. We therefore performed laser-capture microdissection (LCM) of intestinal regions that were either negative or positive for ISG (*Ifit1*) expression in wild-type mouse small intestines (Figure 1a). We isolated RNA from paired *Ifit1-*negative and -positive regions from individual mice and performed RNA-seq. 

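Each of 5 wild-type mice gave 1 *Ifit1*-negative and 1 *Ifit1*-positive capture from the same intestine, so the 10 libraries form 5 pairs. The authors aligned the reads to GRCm39 and deposited the number of reads featureCounts assigned to the exons of each of 55416 Ensembl genes, without normalization. Reads of a pair were counted singly and strand was not used, so genes that overlap on opposite strands cannot be told apart in these counts. The *Ifit1*-negative captures of mice 3, 4 and 5 held 29184532, 25635547 and 31092841 counts on genes, and the *Ifit1*-positive captures held 28413823, 36446805 and 25053408. The captures of mice 1 and 2 were shallower on genes, with 14306865 and 12067926 counts in the negative and 9149775 and 12506641 in the positive captures. Mapped reads, as the paper's Supplementary Table 1c lists them, ranged from 38395235 to 53441114 per library. The paper used mice 3, 4 and 5 for the transcriptome and left out mice 1 and 2 for genomic DNA, and the values for gene expression are over the same 3 mice unless all 5 are named. Counts were tested with edgeR's quasi-likelihood test with mouse as a block, after TMM normalization and edgeR's filterByExpr filter. The paper used DESeq2 with mouse as a factor, and that test was run as an alternative.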

Gene expression analysis of three mice revealed that paired *Ifit1*-negative and -positive regions were separated similarly along axes of a principal component analysis (PCA) (Figure 1b). This suggested broad similarity in the transcriptional signature of homeostatic ISG regions. Indeed, differential gene expression analysis identified 201 genes significantly (padj <0.05) upregulated and 54 genes significantly downregulated in *Ifit1-*positive regions relative to paired negative regions (Figure 1c, supplementary table 1a). 

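Principal components were computed on rlog values of the 500 most variable genes, as a description without a test. The first component held 41.7% of the variance and the second held 31.6%. The shift from the negative to the positive capture went the same way in 3 of 3 mice on both components, and the mean cosine between the shifts of different mice was 0.971 ± 0.0251 (SD, 3 pairs of mice). With all 5 mice the mean cosine was 0.550, the setting that moved it most. With log2 CPM in place of rlog values, 2 of 3 mice shifted the same way on the first component.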

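Of 39983 genes tested in mice 3, 4 and 5, 123 were higher and 53 were lower in *Ifit1*-positive regions at an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An absolute log2 fold change of at least 1 was reached by 92 of the higher and 41 of the lower genes. Without the mouse block 13 were higher and 0 lower (1038 genes at an unadjusted p under 0.05). The DESeq2 Wald test with the same factors, over 47933 genes with any count, gave 764 higher and 550 lower. Of those genes, 126 were among the 176 called by edgeR. The spread between captures was wide, with a common dispersion of 1.41 over all tested genes. On counts simulated with the dispersion that the fit used for each gene and no changed gene, the same test called 68 of 33426 genes. With at least 10 counts required in every library, 4 of 16618 unchanged simulated genes were called, and the captures gave 134 higher and 36 lower genes, 141 of them among the 176. The largest increases among genes that rose in each of the 3 mice were in genes with few counts. *Gm31759* had 306, 42 and 104 counts in the positive and 0 in each negative capture of mice 3, 4 and 5, which makes it at least 50.8-fold higher. *Tmprss11f* (log2 fold change 7.14), *Gm47815* (6.19), *Vmn1r180* (5.86) and *Gm20655* (5.33) followed, each with 0 counts in at least 1 negative capture. In mice 1 and 2 the log2 ratios of these 5 genes were far smaller, at 0.04 and 0.41 for *Gm31759* (83 against 86 and 48 against 30 counts), 0.44 and 0.50 for *Tmprss11f*, 0.04 and -0.99 for *Gm47815*, -0.27 and 0.90 for *Vmn1r180*, and 0.38 and -1.16 for *Gm20655*. The largest decreases were in *Ighv11-2* (log2 fold change -6.98), *Mptx2* (-6.50), *Ighv1-80* (-6.42), *Ighv4-1* (-6.30) and *Ighv1-9* (-4.15). None of these 10 genes passed the threshold under every alternative run. Each of the 5 increases missed it in at least 1 fit that left out a mouse, and each decrease but *Ighv11-2* missed it with robust dispersion. Leaving out 1 mouse moved the log2 fold change of *Mptx2* from -3.57 (without mouse 4) to -12.70 (without mouse 5). That of *Ighv4-1* moved from -3.44 (without mouse 4) to -12.13 (without mouse 3). *Ighv1-80* ranged from -4.66 (without mouse 3) to -11.97 (without mouse 5), and *Ighv1-9* from -2.54 (without mouse 4) to -6.28 (without mouse 5). Among the increases, *Gm47815* ranged from 3.77 (without mouse 4) to 10.54 (without mouse 3). *Tmprss11f* ranged from 5.37 (without mouse 3) to 11.04 (without mouse 5), and *Vmn1r180* from 4.40 (without mouse 4) to 9.57 (without mouse 3). *Gm31759* moved least, from 9.18 (without mouse 3) to 10.67 (without mouse 4). In mice 1 and 2, *Ighv1-80* (log2 ratios 3.38 and 4.39, from 16 and 32 counts against 0), *Ighv11-2* (0.46 and 0.61) and *Ighv1-9* (0.06 and 1.07) were higher in the positive capture. *Ighv4-1* was lower in mouse 1 (-4.29) and higher in mouse 2 (4.55), and *Mptx2* was lower in both. The 4 *Ighv* genes are immunoglobulin segments, whose reads near-identical segments can share.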

*Ifit1* was enriched ~ 35-fold in positive regions, confirming the successful capture of homeostatic pockets.

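*Ifit1* lies on chromosome 19 of GRCm39 from 34618271 to 34627409. Its TMM-normalized level was 499 ± 190 CPM (SD, n = 3 mice) in positive regions and 14.02 ± 6.23 CPM (SD, n = 3) in negative regions. The log2 fold change was 5.16 (standard error 0.21, adjusted p = 5.61e-130 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 35.8-fold. Both the error and the p depended on the fit. The DESeq2 Wald test gave a standard error of 0.48 and a Benjamini-Hochberg adjusted p = 1.73e-23. Over genes with a mean of at least 100 counts, a setting added later, edgeR's quasi-likelihood test gave 0.29 and an adjusted p = 1.71e-05. In log2 ratios, *Ifit1* rose by 4.35 in mouse 3, 6.14 in mouse 4 and 5.00 in mouse 5. In the mice left out of the transcriptome the log2 ratio was 2.13 in mouse 1 and 2.95 in mouse 2. Over all 5 mice the log2 fold change was 4.12, or 17.4-fold. Counts in the positive and negative captures were 918 and 222 in mouse 1, 4162 and 451 in mouse 2, 12561 and 656 in mouse 3, 22004 and 246 in mouse 4, and 9462 and 354 in mouse 5. The captures were chosen by *Ifit1* staining, and the paper takes the enrichment as a check that the pockets were captured.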

**Figure 1.**
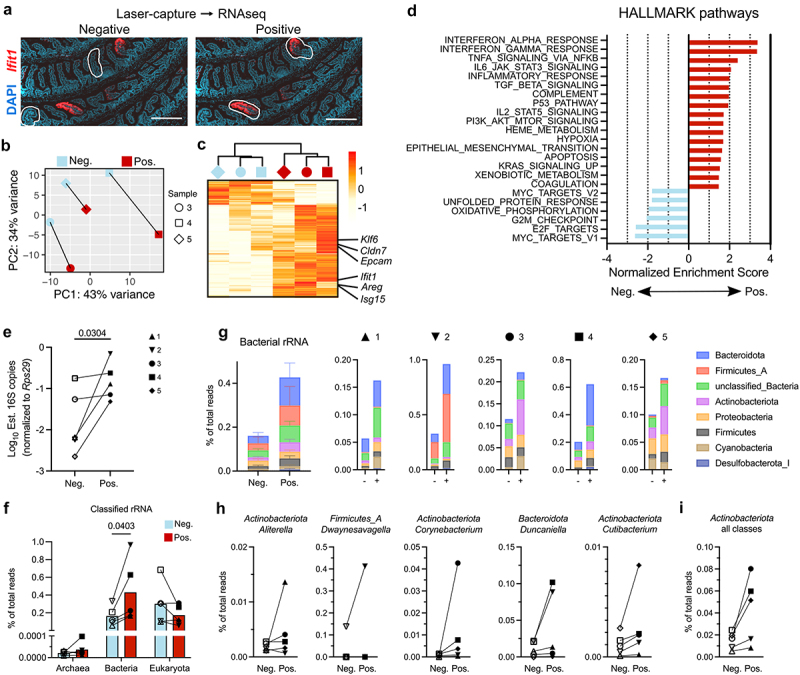
Discrete pockets of homeostatic interferon lambda response correlate with broader inflammatory signature and increased presence of bacterial microbiota. Laser-capture microdissection (LCM) was used to isolate paired *Ifit1*-negative regions and *Ifit1*-positive regions from mouse small intestinal tissue sections. (a) Representative images of two neg. (left) and pos. (right) regions captured by LCM. b–i. Paired neg. And pos. captures from five mice were prepared for sequencing as indicated in methods. Two mice were removed from mouse transcriptome analysis (b–d) due to high contamination of genomic DNA, but were included in rRNA analysis (e–i). (b) Principal component analysis of transcript counts. (c) Heatmap of transcript counts (scaled by row) for genes significantly different between neg. and pos. captures (padj <0.05). (d) HALLMARK pathways enriched in *Ifit1*-negative (blue bars, negative values) or -positive (red bars, positive values). (e) Quantitative RT-PCR measurements of bacterial 16S rRNA transcripts from extracted LCM RNA. f–i. Unmapped reads were mined for ribosomal RNA (rRNA) sequences and classified against the genome taxonomy database. (f) Proportions of total reads classified as rRNA from the indicated domains of life. (g) Bacterial rRNA classifications broken down by phylum. Proportions of total reads shown as average across all mice (left panel) or for each individual mouse as indicated by symbols above graphs. (h) Different genera with the greatest fold-change in *Ifit1*-positive regions for each mouse. (i) Phylum with the most consistent increase in *Ifit1*-positive regions across all mice. Statistical significance was tested for in (e) by one-tailed paired t-test and in (f) by two-way ANOVA with Sidak multiple comparisons test. Symbol shapes for each mouse are matched across all data panels.

To evaluate the transcriptional changes between *Ifit1-*negative and -positive regions, we performed gene set enrichment analysis (GSEA) of HALLMARK pathways. 

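A list of 32 interferon-stimulated genes without *Ifit1*, was higher in positive regions for 32 of 32 genes. Its median log2 fold change was 1.36, above each of 10000 random lists matched on mean expression, whose middle value was 0.01. The medians were 1.39, 1.70 and 1.25 in mice 3, 4 and 5. In the mice the paper left out for genomic DNA they were 0.03 in mouse 1 and 0.74 in mouse 2. Of the 32 genes, 25 passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 30 did when adjusted over the list alone. *Isg15*, on chromosome 4 of GRCm39 from 156283912 to 156285253, had a log2 fold change of 3.68 (standard error 0.27). Genes ranked by the signed square root of edgeR's F were tested with fgsea over 28 sets, with Benjamini-Hochberg adjustment. The HALLMARK sets were not used here, and Reactome sets shipped with fgsea stood in for them. The normalized enrichment score (NES) was 2.88 for interferon gamma signaling, 2.20 for interferon alpha/beta signaling and 3.12 for the list. The rotation test fry, which keeps the correlation between genes and uses mice as the units, gave adjusted p = 0.188, 0.255 and 0.174 for the same sets with limma's Benjamini-Hochberg adjustment. It called 0 of the 28 sets (4 at an unadjusted p under 0.05), while 18 passed in fgsea and 17 in camera with a preset correlation.

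**Figure D1:**
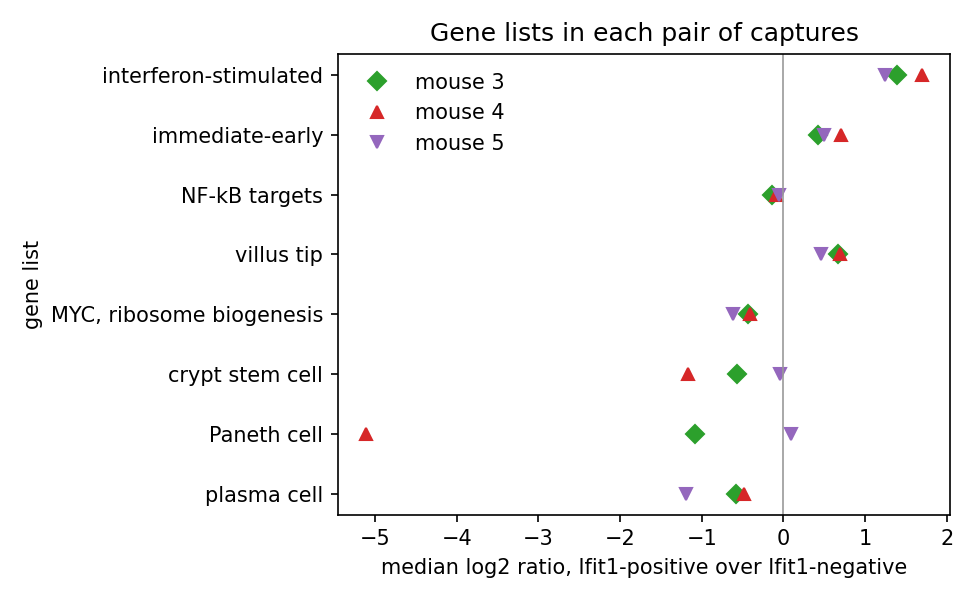
Median log2 ratio of *Ifit1*-positive over *Ifit1*-negative captures for 8 gene lists (vertical axis), with 1 point for each of mice 3, 4 and 5. The interferon-stimulated list lies between 1.25 and 1.70, and the Paneth cell list ranges from -5.12 in mouse 4 to 0.09 in mouse 5.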

The most significantly enriched HALLMARK pathways were IFN responses (Figure 1d, supplementary table 1b), indicating that ISGs are broadly co-enriched within *Ifit1-*positive regions. In addition to ISGs, we observed enrichment of HALLMARK pathways for other cytokine responses including tumor necrosis factor alpha (TNFα), interleukin 6 (IL-6), and transforming growth factor beta (TGF-β) (Figure 1d). 

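The Reactome sets for these cytokines were small or mixed in direction. Interleukin-6 signaling (10 genes) had an NES of 1.87 (adjusted p = 0.00551 from fgsea with Benjamini-Hochberg adjustment over 28 sets, ranked by edgeR statistics, and from 0.00468 to 0.317 over the alternatives). It missed the threshold without mouse 4 (NES 1.50), with all 5 mice (NES 1.46), in camera and in fry. TNF signaling (9 genes) had an NES of 1.25 and TGF-beta receptor signaling (70 genes) an NES of -1.12, and neither passed the threshold. The TGF-beta receptor set passed in opposite directions under alternatives, with an NES of 1.64 without mouse 5, -1.77 without mouse 4 and -2.21 with all 5 mice. Among further lists, 12 of 14 TGF-beta target genes were higher, with a median log2 fold change of 0.48 and an NES of 2.02, which fell to 1.23 and missed the threshold with all 5 mice. An NF-kB target list was split, with 9 genes higher and 10 lower (NES -0.64). Immediate-early genes were tested apart from it, and 13 of 15 were higher, with a median log2 fold change of 0.57 and an NES of 2.27. Of 12 IL-6 and STAT3 target genes, 5 were higher and 7 lower, while their NES was 1.48 and did not pass. None of these sets passed an adjusted p of 0.05 in fry.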

Notably, these upregulated signatures included genes associated with mucosal healing and increased barrier integrity (*Areg*, *Klf6*, *Cldn7*, *Epcam*). In contrast, HALLMARK pathways for proliferation signatures (E2F and MYC targets) were downregulated in *Ifit1*-positive regions, suggesting that reduced proliferation accompanies the homeostatic ISG response (Figure 1d, bottom). These results demonstrate that ISG-positive regions are undergoing active immune responses that involve cytokines beyond IFN, including signatures of mucosal healing.

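*Areg*, which encodes the growth factor amphiregulin, lies on chromosome 5 of GRCm39 from 91287458 to 91296291. Its level was 13.98 ± 5.70 CPM (SD, n = 3 mice) in positive and 3.24 ± 0.394 CPM (SD, n = 3) in negative regions. The log2 fold change was 2.03 (standard error 0.69, adjusted p = 0.364 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes). *Klf6*, on chromosome 13 from 5911481 to 5920393, had a log2 fold change of 0.62 (standard error 0.17, adjusted p = 0.0507 from the same edgeR test and Benjamini-Hochberg adjustment). *Cldn7*, on chromosome 11 from 69855605 to 69858711, changed by 0.40 on the log2 scale with a standard error of 0.16. *Epcam*, on chromosome 17 from 87943407 to 87958557, changed by 0.34 with a standard error of 0.14. Each of the 4 genes was higher in the positive capture of mice 3, 4 and 5. In mouse 1, which the paper left out, each was lower, and in mouse 2 *Cldn7* was lower. The DESeq2 Wald test called all 4, with Benjamini-Hochberg adjusted p-values from 0.000162 for *Klf6* to 0.0110 for *Epcam*, and over the alternatives those of *Klf6* ranged up to 1. Over all 5 mice, the log2 fold change of *Epcam* was -0.02.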

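Human cell cycle gene lists shipped with Seurat, matched to mouse genes by symbol, stood in for E2F targets. S phase genes (43 tested) had an NES of -2.11 and G2/M genes (54 tested) an NES of -2.38. The median log2 ratio of S phase genes was -0.22, -0.39 and -0.34 in mice 3, 4 and 5, and that of G2/M genes -0.19, -0.91 and -0.46. Of 20 MYC target and ribosome biogenesis genes, 17 were lower, with a median log2 fold change of -0.51 and an NES of -2.09. Without mouse 4 the S phase set no longer passed (NES -1.38, adjusted p = 0.0937 from fgsea with Benjamini-Hochberg adjustment over edgeR ranks, and from 1.09e-05 to 0.317 over the alternatives). In fry, the lowest adjusted p of any set was 0.0725, for the MYC list, after limma's Benjamini-Hochberg adjustment. Markers of crypt stem cells fell too, with a median log2 fold change of -0.66 over 10 genes, and those of Paneth cells with a median of -1.99 over 10 genes. From the lower scores of the proliferation pathways, the paper proposes that reduced proliferation accompanies the homeostatic ISG response.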

### Homeostatic interferon lambda responses correlate with local abundance of bacterial microbiota

Our prior study indicated that localized pockets of ISG expression in the intestine are dependent on bacterial microbiota,^2^ but the localization of bacteria relative to immune pockets was unknown. To analyze association between microbes and *Ifit1*-positive regions captured by LCM, we first quantified bacterial 16S transcripts in RNA extracted from these samples by RT-qPCR and observed greater abundance in all *Ifit1*-positive versus negative samples (Figure 1e). We then identified ribosomal RNA (rRNA) present within unmapped LCM reads and classified rRNA taxonomy based on the genome taxonomy database (Figure 1f–i, supplementary table 1c). 

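The same 10 libraries were used, all 5 mice included. The authors collected reads that did not map to the mouse genome, picked out rRNA reads with RiboDetector and classified them with IdTaxa against the Genome Taxonomy Database. They deposited the number of reads assigned to each of 716 bacterial taxa per library, without normalization. In that table 63294, 124361, 338522 and 88808 reads of the positive captures of mice 1, 3, 4 and 5 were assigned to Bacteria. In the negative captures of mice 2 to 5 there were 137714, 60872, 92471 and 58124. The deposited totals are 62.7% to 86.6% of the reads classified as Bacteria in the paper's Supplementary Table 1c, depending on the library. Shares were computed as percent of each library's total reads, which the paper's Supplementary Table 1c gives as 49093369 to 66659243. A library's share has a Wilson 95% interval of at most 1.19% of its value to either side, which covers counting error only. PCR copies are not independent molecules, so the true error is wider. The 5 within-mouse differences were tested with an exact paired permutation test that flips their signs. Its smallest two-sided p with 5 pairs is 0.0625, so no two-sided p under 0.05 can be reached. Archaea and Eukaryota were not analysed here at the level of taxa.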

A small proportion of total reads (0.1–1%) were classified as rRNA from *Archaea*, *Bacteria*, or *Eukaryota* domains (Figure 1f). Archaea rRNA sequences were very infrequent (<0.0001%) and not analyzed further. Eukaryotic rRNA sequences were not significantly different between *Ifit1*-negative and -positive regions (Figure 1f), and their phylogenetic assignments indicated *Mus* and *Homo* contaminant, or likely dietary components (i.e. *Zea*) (supplementary table 1d). Therefore, *Eukaryota* rRNA served as an internal control. In contrast to *Eukaryota*, *Bacteria* rRNA sequences were significantly more abundant in *Ifit1*-positive regions relative to paired *Ifit1*-negative regions from each of five mice (Figure 1f, supplementary table 1d). 

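Bacterial rRNA was 0.103% of total reads in the positive and 0.0426% in the negative capture of mouse 1, and 0.824% and 0.281% in mouse 2. It was 0.193% and 0.0920% in mouse 3, 0.516% and 0.161% in mouse 4, and 0.147% and 0.0872% in mouse 5. The positive capture was 2.43-, 2.94-, 2.10-, 3.20- and 1.69-fold higher in mice 1 to 5. The mean difference was 0.224 ± 0.217 percentage points (SD, n = 5 mice; exact paired permutation test, two-sided p = 0.0625, one-sided p = 0.03125, the smallest that 5 pairs allow). The SD of the differences was nearly as large as their mean, and on a log2 scale the mean ratio was 1.27 ± 0.37 (SD, n = 5). The bacterial share was higher in 5 of 5 mice whether taken of mapped reads, of rRNA reads or per eukaryotic rRNA read. Relative to eukaryotic rRNA reads, the rise ranged from 2.01-fold to 8.26-fold over the 5 mice. The paper's own counts of eukaryotic rRNA reads, as a share of total reads, were higher in the positive capture of 2 of 5 mice, with a mean difference of -0.127 percentage points (exact paired permutation test, two-sided p = 0.25). With eukaryotic rRNA as the internal control, the paper states that bacterial rRNA is more abundant in *Ifit1*-positive regions.

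**Figure D2:**
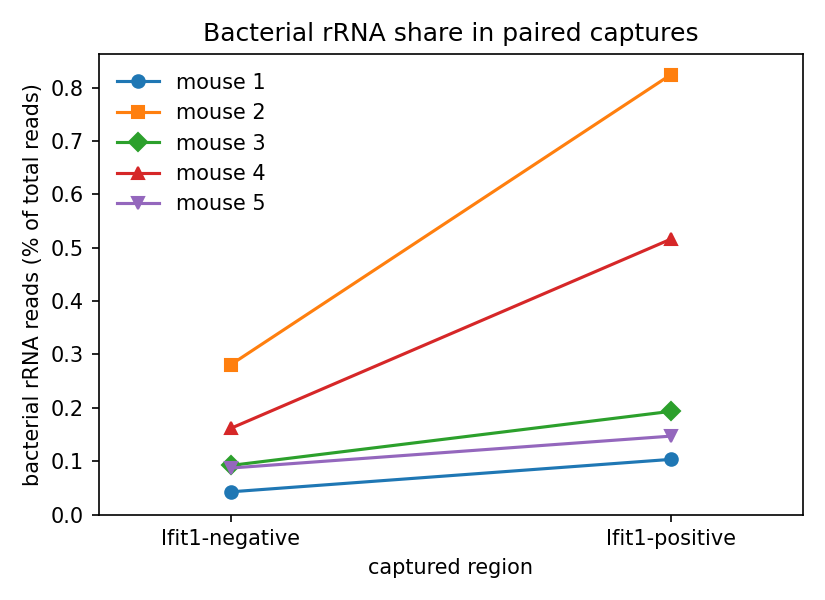
Bacterial rRNA reads as a percent of total reads (vertical axis) in the *Ifit1*-negative and *Ifit1*-positive capture of each mouse, with a line joining the captures of 1 mouse. Every line rises, from 0.0426% to 0.103% in mouse 1 and from 0.281% to 0.824% in mouse 2.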

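Among phyla with at least 1000 reads over all libraries, 8 were tested. Bacteroidota held the most reads, 352131 over the 10 libraries, and its share was higher in the positive capture of 5 of 5 mice. The mean difference was 0.0694 ± 0.0877 percentage points (SD, n = 5; exact paired permutation test, two-sided p = 0.0625, adjusted to 0.25 over 8 phyla by the Benjamini-Hochberg method). Firmicutes, which the database splits into several phyla, was higher in 4 of 5 mice with a mean difference of 0.0107 percentage points. With 1 mouse left out, both mean differences were lowest without mouse 4, at 0.0387 for Bacteroidota and 0.00564 for Firmicutes. The related phylum Firmicutes_A was higher in 2 of 5 mice. Reads with no phylum below Bacteria made up 25.6% to 54.8% of a library's bacterial reads.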

The taxonomic assignment of bacterial rRNA reads was consistent with microbiota known to be present in the mouse intestine, including *Bacteroidota* and *Firmicutes* phyla (Figure 1g, supplementary table 1d). 

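Firmicutes_A made up 0.381% of total reads in the positive capture of mouse 2 and between 0.000737% and 0.00231% in the positive captures of the other mice. Bacteroidota ranged from 0.00224% in mouse 5 to 0.233% in mouse 4. Cyanobacteria reached 0.0248% in mouse 3 and 0.000812% in mouse 2. Families on a list of mouse gut taxa, written after reading the paper's Supplementary Table 1d, held 19.4% of the rise in mouse 1, 65.2% in mouse 2, 5.04% in mouse 3, 44.7% in mouse 4 and 2.77% in mouse 5. Genera on a list of common skin, reagent and environmental bacteria, written the same way, held 12.5%, -0.12%, 40.4%, 3.06% and 3.23% of it. Without the latter genera the share stayed higher in 5 of 5 mice, with a mean difference of 0.212 percentage points.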

The specific composition of bacteria was different between replicate mice, but there was consistently greater abundance of bacteria in *Ifit1*-positive regions within each mouse (Figure 1g). 

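Ranked by the difference in percent of total reads, the leading genus was *Aliterella* in mouse 1 (3198 reads in the positive and 168 in the negative capture), *Dwaynesavagella* in mouse 2 (195251 and 54399), *Corynebacterium* in mouse 3 (15330 and 261), *Duncaniella* in mouse 4 (45651 and 7569) and *Turicibacter* in mouse 5 (1139 and 368). Ranked by fold, with at least 100 reads required in the positive capture, other taxa led. *Parasutterella* led in mouse 2, at 16.6-fold with 1 read added to each count. *Tolypothrix_B* was at least 525-fold higher in mouse 3, *Helcobacillus* at least 488-fold in mouse 4 and *Dermacoccus* at least 171-fold in mouse 5, each with 0 reads in the negative capture. In mouse 1 a group of mitochondrial sequences led, with 144 reads against 0, and *Aliterella* led with 10 reads added to each count (18.6-fold). Each mouse has 1 pair of captures, so these ranks have no replicate check. Both rankings gave a different leader in each of the 5 mice, and they shared the leader in 0 of 5 mice. *Dwaynesavagella* made up 0.342% of total reads in the positive capture of mouse 2, and *Duncaniella* 0.0696% in that of mouse 4.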

The genera with the greatest fold-increase in *Ifit1*-positive regions was different for each mouse (Figure 1h), with mouse #2 having a substantial fraction of reads coming from segmented filamentous bacteria (*Dwaynesavagella*) and mouse #4 having a high fraction of reads coming from *Duncaniella*. The most consistently increased phylum was *Actinobacteriota*, which was higher in *Ifit1*-positive regions from all mice (Figure 1i). 

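Actinobacteriota was 0.00462% of total reads in the positive and 0.00327% in the negative capture of mouse 1, 0.00784% and 0.00518% in mouse 2, and 0.0585% and 0.0094% in mouse 3. In mouse 4 the shares were 0.0376% and 0.0151%, and in mouse 5 0.028% and 0.0114%. The mean difference was 0.0184 ± 0.0194 percentage points (SD, n = 5; exact paired permutation test, two-sided p = 0.0625, the smallest possible, adjusted to 0.25 over 8 phyla by the Benjamini-Hochberg method). Mouse 3 had the largest rise, and without it the mean difference was 0.0108 percentage points. Without the listed skin, reagent and environmental genera, which include *Corynebacterium* and *Cutibacterium*, the mean difference was 0.0101 percentage points.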

Taken together, these data indicate that local abundance of diverse taxa within the bacterial microbiota correlates with a localized innate immune response.

Bacteria within the small intestine are less dense than the colon, and small intestinal mucus is loosely organized. Bacteria can be found within this loose mucus layer, though they appear to rarely make direct contact with the epithelium.^3^ To assess whether there was visual evidence of a relationship between ISG expression and bacterial abundance, we stained for *Ifit1* and eubacteria nucleic acids in serial sections of the same Swiss rolls used for LCM (Figure 2a). We readily detected *Eubacteria* 16s rRNA in luminal regions near pockets of ISG (*ifit1*) signal but observed minimal bacterial signal within epithelial or sub-epithelial regions (Figure 2a, Supplementary figure S1). These data suggest that ISG expression is not triggered by overt bacterial invasion. There was substantial variance in Eubacteria signal between mice and no correlation between cumulative Eubacteria area and *Ifit1* area within entire Swiss rolls (Figure 2b). However, large areas of tissue had no visible Eubacteria, suggesting that they were lost during tissue preparation or below the limit of detection by fluorescence imaging. Therefore, to examine regional correlations between bacterial abundance and homeostatic *Ifit1*, we blindly selected regions that contained visible *Eubacteria* from each of five mice (Supplementary figure S1) and quantified the area of *Ifit1* fluorescence. We observed a significant positive correlation between Eubacteria area and *Ifit1* expression across regions (Figure 2b). These imaging data synergize with our LCM data (Figure 1e–i) to support the conclusion that there is increased bacterial abundance near regions with the greatest homeostatic response.

**Figure 2.**
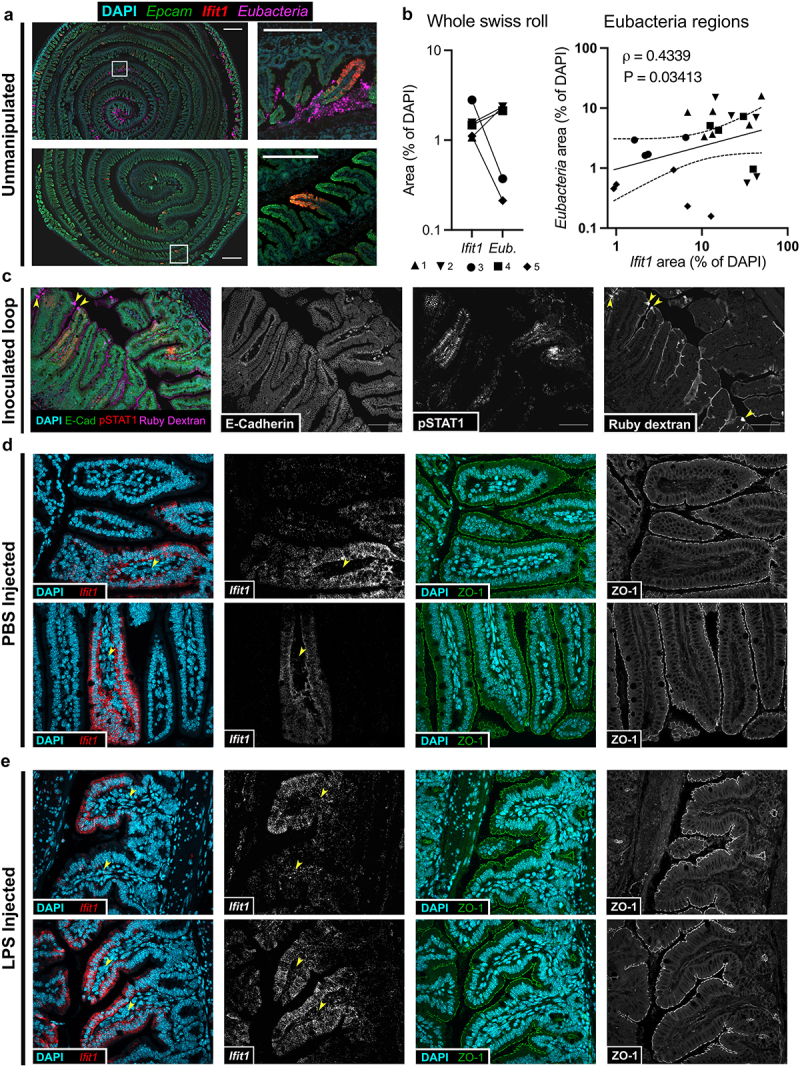
Discrete pockets of homeostatic interferon lambda response correlate with bacterial abundance. (a) Representative images of serial sections from LCM Swiss rolls stained by RNAscope for *Epcam*, *Ifit1*, and *Eubacteria*. Scale bars 500 µm or 200 µm (inset). (b) *Ifit1* area and Eubacteria area within entire Swiss roll images (left) or selected Eubacteria regions (right), normalized to DAPI area. Eubacteria regions were selected with investigator blinded to *Ifit1* signal. Entire Swiss roll images and selected regions are shown in Supplementary figure 1. Symbol shapes represent different mice from figure 1. (c) Representative image of small intestine segments inoculated with ruby dextran to visualize barrier integrity and co-stained with phospho-STAT1, E-cadherin, and DAPI. Arrowheads indicate cells that have taken up ruby dextran at homeostasis. Scale bar 100 µm. (d,e) Representative 40X images of serially sectioned small intestine (ileum) from mice treated with 0.5 mL PBS (d) or 50 mg LPS in 0.5 mL PBS (e) Tissues were collected 6 hours after injection with PBS or LPS. Expression of *Ifit1* was visualized by RNAscope with DAPI counterstaining (left two panels). Using serial sections of the same tissues localization of ZO-1 was visualized by immunohistochemistry (right two panels). Local regions were selected manually for congruence across serial sections. Arrowheads indicate lamina propria regions of villi.

### Homeostatic pockets of interferon lambda response are not correlated with loss of barrier integrity

We next asked whether there was overt damage to the epithelial barrier surrounding homeostatic pockets. To directly visualize the integrity of the intestinal epithelial barrier, we inoculated segments of intestine with fixable ruby dextran solution. This assay uses a fluorescently conjugated membrane-impermeable compound to label the lumen of the intestine.^4^ We observed coating of the epithelial surface with ruby dextran, and uptake of ruby dextran into what are likely goblet cell-associated passages (GAPs; Figure 2c), which are sites of homeostatic antigen sampling.^5^ We co-stained for E-cadherin to mark epithelial junctions and phospho-STAT1 to mark homeostatic IFN responses and found that STAT1-positive pockets excluded ruby dextran and retained junctional E-cadherin staining (Figure 2c).

In a separate experiment, we injected mice intraperitoneally with LPS to bypass the epithelial barrier and stimulate widespread innate immune responses (Figure 2d–e, Supplementary figure S1F). In PBS-injected control mice, *Ifit1* expression was localized to pockets as expected (Figure 2d), but *Ifit1* expression was ubiquitous in LPS-injected mice (Figure 2e). Quantitation of ISG signal in PBS vs. LPS injected mice confirmed that *Ifit1* and *Isg15* expression was consistently and strongly upregulated upon LPS stimulation (supplementary Fig. S1F). The LPS-stimulated *Ifit1* expression was notably strong in the epithelium but was also present in the lamina propria (Figure 2e, arrowheads), suggesting heterogeneous IFN responses. We stained serial intestinal sections for the tight junction protein Zonula Occludens 1 (ZO-1) as a measure of tight junction localization and abundance. We observed no evidence of tight junction breakdown in either PBS- or LPS-injected mice (Figure 2d,e). These data suggest that there is no overt damage associated with epithelial IFN responses, but do not rule out the possibility that damage is temporally or spatially undetectable by our methods.

Taken together with our sequencing data, these imaging results are consistent with our hypothesis that localized ISG responses involve homeostatic sampling of products from nearby bacterial microbiota, in the absence of barrier breach or active invasion of the epithelium by microbes.

### Myd88 signaling in hematopoietic cells promotes homeostatic interferon lambda response.

The enrichment of IFN, IL-6, and TNF pathway genes in homeostatic pockets suggested a localized activation of TLRs. Indeed, further GSEA analyses of LCM data revealed enrichment of toll-like receptor (TLR) response genes curated by KEGG and REACTOME in *Ifit1*-positive compared to *Ifit1*-negative regions (Figure 3a). 

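The Reactome set for Toll-like receptor cascades (107 genes tested) had an NES of 1.73 (adjusted p = 0.00131 from fgsea with Benjamini-Hochberg adjustment over edgeR ranks). KEGG sets were not used here. The median log2 ratio of the set was 0.07, 0.25 and -0.04 in mice 3, 4 and 5. Without the 2 members that are also in an interferon set, the NES was 1.64. Without mouse 4 it was 1.38, with an adjusted p = 0.0561 from the same fgsea test and Benjamini-Hochberg adjustment of edgeR ranks. Across the alternatives the adjusted p ranged from 0.00216 to 0.378. With all 5 mice the NES was -1.36. Neither fry (adjusted p = 0.378) nor camera (adjusted p = 0.0815), both from limma with Benjamini-Hochberg adjustment, called the set.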

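The 16 genes that Fig. 3b names were chosen by the paper on these libraries, so a test of them is not independent evidence. The fitted log2 fold change was above 0 for 16 of 16 genes, with a median of 0.55. *Irf7* (log2 fold change 1.19, standard error 0.20) and *Casp8* (0.78, standard error 0.19) passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 8 passed. *Myd88*, on chromosome 9 of GRCm39 from 119165000 to 119170477, had a log2 fold change of 0.92 (standard error 0.35) and rose by 0.76, 1.01 and 0.99 in mice 3, 4 and 5. *Jun* (0.65) and *Fos* (0.57) also rose in each of the 3 mice. The values for *Tlr9* and *Tlr7* rest on mouse 4. Log2 ratios of *Tlr9* were -0.76, 5.00 and 0.78 in mice 3, 4 and 5, and those of *Tlr7* were 0.01, 4.53 and -0.19. In the negative capture of mouse 4 these genes had 6 and 8 counts. *Nfkb1* changed by 0.22 with a standard error of 0.21. In mice 1 and 2, which the paper left out, the medians of the 16 genes were -0.79 and -0.05.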

The leading-edge genes that were in common between these KEGG and REACTOME pathways include TLRs themselves, the *Myd88* adaptor gene, MAP kinase genes, and NFκB genes (Figure 3b). To quantify the contribution of Myd88 to localized IFN-λ responses within the intestinal epithelium, we performed *Ifit1* RNAscope in intestinal tissues of littermate *Myd88*^*+/+*^ and *Myd88*^*-/-*^ mice. *Ifit1*-positive regions of epithelium were significantly less abundant in *Myd88*^*-/-*^ mice in total DAPI-normalized area, and the total number of observed pockets was also reduced (Figure 3c–d, supplementary figure S2). Parallel measurements of *Ifit1* transcripts in stripped epithelial fractions by qPCR corroborated a *Myd88*-dependent contribution to *Ifit1* expression within ileal epithelium (Figure 3e). We previously found that homeostatic *Ifnl2/3* transcripts are found predominantly within CD45-positive cells.^2^ We measured *Ifnl2/3* transcripts within enriched CD45-positive cells from the stripped epithelia of *Myd88*^*-/-*^ mice and observed a reduction relative to littermate *Myd88*^*+/+*^ controls (Figure 3f). These data indicate that Myd88 promotes IFN-λ production by epithelium-associated immune cells, and local ISG production by the epithelium at homeostasis. In contrast, during norovirus infection or after poly(I:C) injection, IFN-λ is secreted from IECs,^6,7^ highlighting that homeostatic IFN-λ signaling is regulated in a distinct manner.

**Figure 3.**
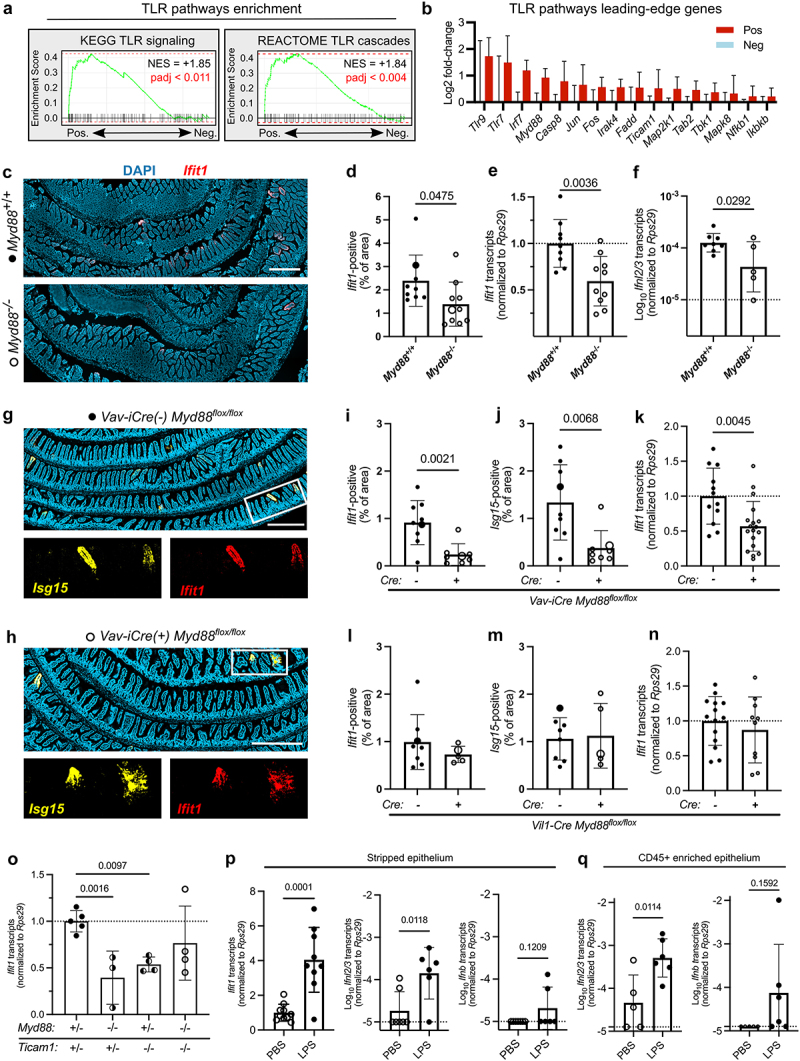
Myd88 signaling in hematopoietic cells promotes the homeostatic interferon lambda response. (a) TLR pathway gene set enrichment analysis (GSEA) from LCM data using KEGG (left) and REACTOME (right) databases. (b) Fold-change in expression of leading-edge genes from TLR cascade GSEA plots for *Ifit1*-positive (red) regions relative to *Ifit1*-negative (blue) regions. (c) Representative images of Swiss rolls from WT and *Myd88*^*-/-*^ mice showing DAPI (blue) and *Ifit1* (red) signal. (d) Quantified *Ifit1*-positive area normalized to DAPI from *n* = 9 WT and *n* = 10 *Myd88*^*-/-*^ mice. Large symbols indicate values for the representative images shown in (c). (e) *Ifit1* transcripts detected by qRT-pcr in stripped epithelium from WT and *Myd88*^*-/-*^ mice. (f) *Ifnl2/3* transcripts detected by qRT-pcr in CD45-enriched cells from WT and *Myd88*^*-/-*^ epithelial strips. (g, h) Representative images of Swiss rolls from *vav-iCre(+) Myd88*^*fl/fl*^ (g) and *vav-iCre(-) Myd88*^*fl/fl*^ mice (h) showing DAPI, *Ifit1*, and *Isg15* (yellow) signal. (i, j) Quantified *Ifit1*-positive (i) and *Isg15-*positive (j) area normalized to DAPI from *n* = 9 *vav-iCre(-)* and *n* = 8 *vav-iCre(+)* mice. Large symbols indicate values for the representative images shown in (g,h). k. *Ifit1* transcripts in stripped epithelial cells from *vav-iCre Myd88*^*fl/fl*^ mice. (l, m) Quantified *Ifit1*-positive (l) and *Isg15-*positive (m) area normalized to DAPI from *n* = 8 *Vil1-cre(-)* and *n* = 5 *Vil1-Cre(+)* mice. Large symbols indicate values for the representative images shown in supplemental figure 2. n–p. Transcripts of *Ifit1, Ifnl2/3*, and *ifnb* as indicated in graphs in stripped epithelial cells from *Vil1-cre Myd88*^*fl/fl*^ mice (n), mice with indicated *Myd88/Ticam1* genotypes (o), and mice injected intraperitoneally with 50 mg LPS or PBS. (p, q) *Ifit1* (p), *Ifnl2/3* (p, q), and *ifnb* (p, q) transcripts in stripped epithelium (p) or CD45-enriched cells from epithelial strips (q) of mice injected intraperitoneally with LPS. Statistical significance by unpaired t-test (d–f, i–k, l–n, p,q) or one-way ANOVA with Sidak multiple comparisons test (o).

We hypothesized that immune cells require cell-intrinsic *Myd88* to produce IFN-λ and stimulate epithelial ISG responses. To test this, we bred *Myd88*^*flox/flox*^ mice with *Vav*^*iCre*^ or *Vil1*^*Cre*^ mice to generate conditional *Myd88* knockouts specific for hematopoietic cells and intestinal epithelial cells, respectively. We collected intestinal tissues from these mice and stained them for *Ifit1* and co-stained for another ISG (*Isg15*). Villi expressing *Ifit1* generally also express *Isg15*, indicating a coordinated ISG response at these locations (Figure 3g–h). We observed an approximately 50% reduction in *Ifit1-* and *Isg15*-positive area (Figure 3i–j) in *Vav*^*iCre+*^*Myd88*^*flox/flox*^ mice relative to *Vav*^*iCre-*^*Myd88*^*flox/flox*^ mice as well as a similar reduction in the number of ISG-positive villi (supplementary figure S2), and a similar reduction in *Ifit1* signal by qPCR from stripped epithelium (Figure 3k). These data suggest TLR stimulation in hematopoietic cells is partly required for homeostatic expression of *Ifit1* in the intestine. By contrast, there was no reduction in *Ifit1* or *Isg15* signal by imaging or qPCR from *Vil1*^*Cre+*^*Myd88*^*flox/flox*^ mice relative to *Vil1*^*Cre-*^*Myd88*^*flox/flox*^ mice (Figure 3l–n, supplementary figure S2), demonstrating that TLR stimulation in IECs is dispensable for homeostatic expression of *Ifit1* or *Isg15*.

Because we still observed some homeostatic *Ifit1* transcripts in both full-body and hematopoietic-specific *Myd88*^−/−^ mice, we hypothesized that the other main TLR signaling adaptor, TRIF, might be contributing to homeostatic IFN-λ production. To test this, we bred *Myd88*^*-/-*^ and *Ticam1*^−*/-*^ (TRIF gene) mice to generate doubly-heterozygous F1 offspring, which were then intercrossed to generate littermate F2 offspring with either heterozygous or homozygous knockout for each of these TLR signaling adaptor genes. *Ifit1* transcript levels in ileal epithelium were reduced approximately 50% in *Myd88* or *Ticam1* knockouts relative to double-heterozygotes, but were not further reduced in double-knockouts (Figure 3o). These data suggest redundant contributions of both *Myd88* and *Ticam1* to homeostatic ISG expression in the small intestine. The remaining 50% ISG signal present in the epithelium of *Myd88*/*Ticam1* double knockout mice suggests that additional innate sensors non-redundantly contribute to localized IFN-λ responses.

Our imaging in Figure 2e of LPS injected mice indicated predominant epithelial expression of *Ifit1*, suggesting involvement of IFN-λ. Therefore, we sought to test whether systemic TLR stimulation by LPS injection further amplified IFN-λ production by intestinal immune cells and epithelial expression of ISGs. Four hours after exposure, we observed a roughly four-fold increase in *Ifit1* within the stripped epithelium by qPCR (Figure 3p, left), supporting our observations by imaging (Figure 2e). We also detected increased levels of *Ifnl2/3* transcripts, but little to no expression of a type I IFN gene (*Ifnb*) (Figure 3p, right panels) in total stripped epithelium. We enriched CD45-positive immune cells from the epithelial fraction to quantify their contribution to the LPS-stimulated production of IFNs. Transcripts for a type I IFN gene (*Ifnb*) were inconsistently detected, and not significantly increased (Figure 3q, right). In contrast, *Ifnl2/3* transcripts were enriched ~ 10-fold as shown by qPCR (Figure 3q, left). These data suggest preferential production of IFN-λ by a hematopoietic cell type in the intestine that can be amplified by systemic LPS exposure. Together, these data support a model whereby transient, localized increases in bacterial abundance within the intestinal lumen result in regionally increased homeostatic sampling of stimuli for TLRs and other PRRs.

Our results are based on static ‘snapshots’ of events occurring in the intestine, limiting our temporal understanding of the dynamic molecular events leading to localized homeostatic responses. Nonetheless, our data suggests a model whereby increased regional sampling drives production of IFN-λ and other cytokines to elicit a local preemptive innate immune response. We propose that this mechanism may restrict homeostatic innate immune activity to sites with the greatest potential for pathogen exposure.

## Conclusion

IFN-λ has well-described roles in restricting viral infection and promoting wound healing in the intestine.^6–11^ The role of this cytokine in maintaining homeostasis is much less well understood. In the absence of infection or injury, IFN-λ is present in the intestine at low levels and may provide preemptive protection from viral infections.^2^ Our findings here indicate that there is a TLR-mediated stimulatory mechanism for secretion of homeostatic IFN-λ that is spatially correlated with bacterial abundance. Although our sequencing results indicated that many bacterial species can be associated with homeostatic pockets, it is possible that specific bacterial species with adhesive or mucus-degrading properties might provide stronger stimulation. Additionally, the specific immune cell type responsible for producing homeostatic IFN-λ remains to be determined. It is notable that a source of IFN-λ at homeostasis is an immune cell, which is different than the predominantly enterocyte-derived IFN-λ reported during norovirus infection.^6^ In sum, our results advance understanding of homeostatic IFN-λ responses by defining a broader inflammatory program, correlating them with local bacterial abundance, and implicating TLR stimulation of immune cells.

## Materials and methods

### Mice

C57BL/6J (wild-type) mice, *Myd88*^*-/-*^ (B6.129P2(SJL)-*Myd88*^*tm1.1Defr*^/J, stock #009088), *Ticam1*^*-/-*^ (C57BL/6J-*Ticam1*^*Lps2*^/J, stock #005037), *Myd88*^*flox*^ (B6.129P2(SJL)-*Myd88*^*tm1Defr*^/J, stock #008888), *Vav-iCre* (B6.Cg-*Commd10*^*Tg(Vav1-icre)A2Kio*^/J, stock #008610), *Vil-cre* (B6.Cg-Tg(Vil1-cre)1000Gum/J, stock #021504) mice were originally purchased from Jackson Laboratories and bred in a specific pathogen-free facility at Oregon Health & Science University. All experiments used littermate control and experimental mice. Animal protocols were approved by the Institutional Animal Care and Use Committee at OHSU (protocol #IP00000228) in accordance with standards provided in the Animal Welfare Act.

### RNAscope

Intestinal tissue Swiss rolls were fixed in 10% neutral-buffered formalin (NBF) for 18–24 hr and embedded in paraffin. Tissue sections (5 μm) were cut and stored at room temperature with desiccant until staining. RNA *in situ* hybridization was performed using the RNAscope Multiplex Fluorescent v2 kit (Advanced Cell Diagnostics, Newark, CA) per protocol. As indicated in figure legends, slides were stained with anti-sense probes for *Ifit1* (ACD, #500071), with or without *Epcam* (ACD, #418151), *Eubacteria* (#EB-16s-rRNA), and *Isg15* (#559271). Slides were counterstained with DAPI, mounted with ProLong Gold antifade reagent (ThermoFisher), and imaged using a Zeiss ApoTome2 on an Axio Imager, with a Zeiss AxioCam 506 (Zeiss). Collected images were batch processed in Zeiss Zen 3.1 using unstained control slides to set background values. Fluorescent signal was quantified as positive fluorescent area for each target relative to the total fluorescent area of the tissue section as determined by DAPI. For *Eubacteria* correlation analyses, regions of interest (ROI) containing varying amounts of visible *Eubacteria* were chosen in Zen image analysis software blinded to *Ifit1* signal. From each Swiss roll, 4–6 ROIs (5×10^5^ to 6 × 10^6^ pixels^2^) were selected for further analysis. In ImageJ, Single-channel images of DAPI, Epcam, Ifit1, and 16S rRNA (eubacteria) were converted to 8-bit format and brightness thresholding was applied.

### Laser-capture microdissection and RNA sequencing

ROIs were selected by RNAscope staining of tissue sections for *Ifit1*. Captures were isolated on an Arcturus LCM instrument from unstained serial sections mounted on RNAse free membrane slides (Molecular Machines & Industries, #50102) using CapSure Macro LCM caps (ThermoFisher Scientific, #LCM0211). RNA was isolated from ROIs using a Quick-RNA FFPE Miniprep (Zymo Research, cat#R1008) kit and checked for quality on a Bioanalyzer (Agilent). RNA was prepared for sequencing with a SMART-Seq Stranded Kit (Takara Bio, cat#634442) using ribosomal RNA depletion and libraries were sequenced on an Illumina instrument at the OHSU Massively Parallel Sequencing Shared Resource.

### Immunohistochemistry

Paraffin-embedded tissue sections were prepared for immunohistochemistry as for RNAscope. For ruby dextran permeability assay, ileum tissue was dissected and filled with 2 mL of fixable ruby dextran (250 μg/mL) and incubated for 1.5–2 min prior or to fixation and processing. Antigen retrieval was performed in 0.1 M sodium citrate solution, pH 6, for 15 min at 95°C (ruby dextran) or in 10 mm Tris, 1 mm EDTA, pH 9.0 solution for 45 min at 95°C (ZO-1). The following primary antibodies were used to stain markers indicated in figure legends: anti-E-cadherin (1:200, Clone 36, Beckton Dickson #610182), anti-phospho-STAT1 (Y701) (1:400, clone 58D6, Cell Signalling Technology #9167), anti-ZO-1 (1:200, ThermoFisher PA5–85256). Species-specific Alexa Fluor-conjugated secondary antibodies (ThermoFisher) were used for fluorescent microscopy, performed as for RNAscope.

### RNAseq analysis

Adaptor-trimmed reads were aligned to the mouse genome (GRCm39) using STAR version 2.7.9a, and mapping quality was evaluated using RSeQC and MultiQC. All samples had between 40 million and 51 million uniquely mapped reads with uniform gene body coverage. Samples from two mice had greater than 20% of reads distributed among ‘Other_intergenic’ features, suggesting high genomic DNA contamination, so these mice were excluded from mouse transcriptome analysis and used only for ribosomal sequence analysis. Read counts per gene transcript were determined using the featureCounts program, and differential expression analysis was performed using DEseq2, with a multi-factor design to control for variance between mice (design = ~ Capture + Sample). PCA and heatmaps were generated using regularized logarithm (rlog)-transformed data. The table of differential gene expression from DEseq2 was ordered using the Wald statistic to generate a pre-ranked list of genes for analysis using the fast gene set enrichment (fgsea) R package. Reads that were unmapped to mouse genome were mined for ribosomal RNA (rRNA) sequences using Ribodetector,^12^ using the ‘–ensure rrna’ setting to limit hits to high-confidence assignments. High-confidence rRNA reads from Ribodetector were subsequently classified with lenient cutoffs (threshold = 40%) using IdTaxa^13^ against the Genome Taxonomy Database (GTDB) release 207. RNA sequencing data obtained in this study have been deposited in the NCBI Gene Expression Omnibus under GEO series accession number GSE269701.

### Epithelial strip and magnetic bead enrichment

Epithelial fractions were prepared by non-enzymatic dissociation as previously described.^2^ Briefly, mouse ileum was longitudinally opened and agitated by shaking in stripping buffer (5% fetal bovine serum, 5 mm EDTA, 1 mm dithiothreitol, 1X penicillin-streptomycin-L-glutamine (Gibco), in PBS) for 20 min at 37°C. Epithelial stripping solution was filtered through a 70 μm cell strainer and dissociated cells were collected for use in qPCR analysis, flow cytometry, and magnetic bead enrichment. For magnetic enrichment, Dissociated IECs were collected and immune cells were enriched after flow cytometry staining for anti-CD45-APC (clone 30-F11; BioLegend) using MojoSort Mouse anti-APC Nanobeads (BioLegend, #480072) according to manufacturer protocols.

### Quantitative PCR

RNA from stripped IECs was isolated with TRIzol (Life Technologies, Carlsbad, CA) per the manufacturer’s protocol. RNA from magnet-enriched cells was isolated with a Zymo Quick-RNA Viral Kit (Zymo Research, Irvine, CA). Isolated RNA was treated with the DNAfree kit (Life Technologies) and used as a template for cDNA synthesis (ImProm-II reverse transcriptase system, Promega, Madison, WI). Quantitative PCR was performed (PerfeCTa qPCR FastMix II, QuantaBio, Beverly, MA) and absolute transcript copy numbers were determined using standard curves generated from synthetic gBlocks (IDT) containing target sequences. Absolute copy numbers were normalized to gene copies of ribosomal protein S29 (*Rps29*). The following TaqMan assays for selected genes were obtained from IDT (Coralville, IA): *Rps29* (Mm.PT.58.21577577), *Ifit1* (Mm.PT.58.32674307). TaqMan assays for *Ifnl2/3* and *Ifnb1* were previously designed^10^ with the following sequences: *Ifnl2/3* (Primer 1 – GTTCTCCCAGACCTTCAGG, Primer 2 – CCTGGGACCTGAAGCAG, Probe – CCTTGCAGGCTGAGGTGGC); *Ifnb1* (Primer 1 – CTCCAGCTCCAAGAAAGGAC, Primer 2 – GCCCTGTAGGTGAGGTTGAT, Probe – CAGGAGCTCCTGGAGCAGCTGA).

## Supplementary Material

Supplemental Material

## Data Availability

The RNA sequencing data that support the findings of this study are openly available in the NCBI Gene Expression Omnibus under GEO series accession number GSE269701.

How the deposited data were processed for this re-analysis (not part of the article)

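The study captured paired *Ifit1*-negative and *Ifit1*-positive regions of the small intestine from 5 wild-type mice by laser-capture microdissection, which gave 10 RNA-seq libraries. Each library was matched to its mouse and capture by the sample labels, and the paper names mice 3, 4 and 5 as those of its transcriptome analysis. Values per sample in 0 deposited columns were left unused.

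The deposited gene counts are whole numbers of reads per gene that the authors made with STAR (GRCm39) and featureCounts, with Ensembl annotation and no normalization. Each read of a pair was counted singly, and most low counts are even, from 59.8% to 77.8% of counts between 1 and 19. Of 55416 gene identifiers, 54749 were matched to GENCODE vM39 for their names and 7 more were named from the paper's Supplementary Table 1a. That table was held in part, 1997 of 16832 genes, and no set test was run on it. The deposited bacterial table holds counts of rRNA reads per taxon that the authors made with RiboDetector and IdTaxa. Its totals are below those of the paper's Supplementary Table 1c, and the paper, which gives the settings of both tools, does not say why the totals differ.

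Counts were tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided), with filterByExpr, TMM normalization and mouse as a block. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error given with an edgeR log2 fold change is its absolute value divided by the square root of edgeR's F. It rests on a variance that the fit pools over genes, and not on the spread between mice alone. Log2 ratios within a mouse are of TMM-normalized CPM with a prior count of 2. DESeq2 1.42.0 was run as an alternative and gave the rlog values. Gene sets were tested with fgsea 1.28.0, and with fry and camera from limma 3.58.1. The test, its filter, the alternatives and the 28 sets were fixed before the data were examined, though after reading the paper and its supplementary tables. The use of the immediate-early list and of the skin, reagent and environmental genera to test an explanation was chosen later. The 28 sets are 8 Reactome sets, the S phase and G2/M lists of Seurat 5.3.0, and 18 short lists, among them interferon-stimulated, NF-kB target, immediate-early, IL-6 and STAT3, TGF-beta, MYC, villus tip, villus bottom, crypt stem cell, Paneth cell, plasma cell, smooth muscle, T cell, myeloid, goblet, enteroendocrine and fibroblast genes and the genes of Fig. 3b. Genes named in the text are those the paper names for the captured regions, and the 5 largest changes in each direction among genes past the threshold that moved the same way in mice 3, 4 and 5 with a mean of at least 50 counts. A first selection let in 1 gene by a rounding error in its ratio, and the rule was then applied exactly.

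The test was checked on simulated counts for these genes with 200 genes changed. With a dispersion of 0.05 it called 97.5% of them and 0 unchanged genes when nothing was changed. A first simulation with the spread of these libraries did not meet that standard, and it is reported as found. It called 27.5% of the changed genes, 64.7% of its calls were on unchanged genes, and with nothing changed it called 68 of 33426 genes. With at least 10 counts in every library, it called 46.5% of the changed genes tested, 8.91% of its calls were on unchanged genes, and with nothing changed it called 4 of 16618 genes. The planned filter was kept for the values reported, and the stricter one is given beside it. After these results, 4 more settings were added, namely counts divided by 2, DESeq2 with at least 10 counts in every library, glmQLFit with legacy set to FALSE, and a mean of at least 100 counts.

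Captures with the same number come from one mouse, so they are paired by design. Across 16846 genes, the deviations of same-mouse captures from their group means correlated at 0.06, 0.13 and 0.07 in mice 3, 4 and 5. No 2 libraries of a condition were duplicates, since the smallest chi-square per degree of freedom between them was 26.2.

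Bacterial reads were taken as percent of total reads and compared within mice by an exact paired permutation test in Python 3.11.15. A fold against captures that all hold 3 counts or fewer is a lower bound computed against 3 counts. Alternatives covered the test, normalization, filter, block, dispersion, mice, denominator, taxa and ranking. The eukaryotic rRNA share was computed from the read counts of the paper's Supplementary Table 1c. RT-qPCR, imaging and knockout experiments were not analysed here.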

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

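The tests of genomic DNA, of carry-over of reads and of skin, reagent and environmental genera were chosen after the results were seen.

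In 18 comparisons of 5 captures each, 1 capture stood far from the others (a gap over 0.71 of the range), and at 1 in 20 chance alone would give 0.9. The comparisons share libraries, so they are not independent. Gut bacterial families made up 0.164% of total reads in the *Ifit1*-negative capture of mouse 2, against 0.00313% to 0.0335% in the other negative captures. The positive capture of the same mouse held 0.519%. Most of the difference is segmented filamentous bacteria (*Dwaynesavagella*), with 54399 reads in the negative capture of mouse 2 and at most 355 in that of another mouse. Total reads were not higher in this library (49093369, the fewest of the 10), which argues against depth as the reason. Reads carried over from the positive library of mouse 2 would bring the same share of everything in it, and the negative capture held 27.9% as many *Dwaynesavagella* reads. Of 1681 genes with at least 1000 counts in the positive capture, 4 lay under that share by more than 5 SD of counting noise, as did 1 of 9 other genera. *Ifit1*, 1 of those genes, was at 10.8%. These values limit such a carry-over, but the bar set before counting was 10 genes, and amplification adds noise that the test leaves out. Carry-over and a real presence of these bacteria therefore cannot be told apart, and a difference in colonization between mice stays open, untested.

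The paper did not use mice 1 and 2 for the transcriptome. Of the 176 genes called in mice 3, 4 and 5, 67.6% moved the same way in the mean of mice 1 and 2, against a median of 33.0% for 10000 random lists matched on mean expression (permutation test, one-sided p = 1e-04, the smallest these lists can give). For the 1314 genes called by DESeq2 the share was 49.6%, against a median of 43.2% for random lists, and 44.2% of those called higher were higher. With mouse 2 alone the share for the 176 genes was 84.7%, and with mouse 1 alone it was 48.9%. In mouse 1, 33.3% of the genes called higher were higher and 84.9% of those called lower were lower. In the mean of mice 1 and 2 these shares were 59.3% and 86.8%. The interferon-stimulated list had a median log2 ratio of 0.03 in mouse 1, where 17 of 32 genes were higher, and 0.74 in mouse 2, where 29 of 32 were higher.

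One candidate explanation for mouse 1 is genomic DNA, which adds reads to every gene by its length. Olfactory and vomeronasal receptor genes, 1547 in all, took 2.17% of counts in the positive and 1.28% in the negative capture of mouse 1. They took 1.34% and 1.11% in mouse 2, and 0.19% to 0.45% in mice 3, 4 and 5. Subtracting a background per kb estimated from these genes removed 43.8% of the counts of the positive capture of mouse 1. The median of the interferon-stimulated list then was 0.42, with 23 of 32 genes higher. It stayed under the medians of 1.25 to 1.70 in mice 3, 4 and 5, and in mouse 2 it rose from 0.74 to 1.20. Genomic DNA and a weaker interferon response in mouse 1 cannot be told apart, since the correction counts exons only and rests on 1 pair of captures.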

How the results depend on the processing

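Settings named as added were chosen after the results were seen. Among single genes, single sets and other secondary results, 375 comparisons kept their direction and side of the threshold, 69 became weaker, 27 stronger and 25 reversed. The causes of the changes were not tested unless stated.

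The counts of 123 higher and 53 lower genes depended on the test and filter. The DESeq2 Wald test gave 764 and 550. Without the mouse block, 13 and 0 genes passed (1038 at an unadjusted p under 0.05). All 5 mice gave 40 higher genes. Robust dispersion gave 32 lower genes. The fits that each left out 1 mouse gave 65 to 131 higher and 25 to 64 lower genes, lowest without mouse 4. Of the added settings, DESeq2 with at least 10 counts gave 190 and 80, glmQLFit with legacy set to FALSE 61 and 7, and a mean of at least 100 counts 68 and 3. The share of calls that were higher was 69.9%, and ranged from 41.7% with all 5 mice to 80.0% with robust dispersion among planned settings, leaving aside the fit without the mouse block (100%, of 13 genes).

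*Ifit1* passed under every alternative, with a log2 fold change from 4.12 (all 5 mice) to 5.57 (without mouse 3). With all 5 mice, the log2 fold change turned to -0.026 for *Fadd*, -0.10 for *Tbk1*, -0.058 for *Nfkb1*, -0.13 for *Ikbkb* and -0.024 for *Epcam*. The fits that each left out 1 mouse ranged from -0.0020 (without mouse 4) to 2.94 for *Tlr9*, -0.11 (without mouse 4) to 2.35 for *Tlr7*, -0.11 (without mouse 5) to 0.88 for *Mapk8* and -0.062 (without mouse 4) to 0.37 for *Ikbkb*. Of the Fig. 3b genes, 8 passed when adjusted over the list alone, 1 without the mouse block and 1 with all 5 mice. With 1 mouse left out, 3 (without mouse 4) to 7 passed. The DESeq2 Wald test added *Irak4* and *Tbk1* to those 8 (adjusted p over the list = 0.0180 and 0.0207). Over all genes, *Myd88* had an adjusted p of 0.618 from edgeR's quasi-likelihood test and 0.0143 from the DESeq2 Wald test. The paper's own DESeq2 adjusted p for *Myd88* was 0.225. DESeq2 with at least 10 counts in every library, an added setting, gave an adjusted p of 0.0882 for it.

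Of 28 sets, 18 passed in fgsea and 0 in fry (4 at an unadjusted p under 0.05). In fry the adjusted p was 0.255 for interferon alpha/beta, 0.188 for interferon gamma, 0.174 for the interferon-stimulated list, 0.378 for Toll-like receptors, 0.317 for S phase and 0.317 for G2/M genes. For Toll-like receptors, camera gave an adjusted p of 0.0815, all 5 mice an NES of -1.36, and leaving out 1 mouse 1.38 (without mouse 4) to 1.78. Leaving out 1 mouse gave -2.11 to -1.38 (without mouse 4) for S phase genes.

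Some sets that did not pass changed direction. The TGF-beta receptor set had an NES of -2.21 with all 5 mice, 1.05 with DESeq2, 1.03 without the mouse block, 0.895 with at least 10 counts and -1.77 (without mouse 4) to 1.64 (without mouse 5) with 1 mouse left out, and camera put it higher (adjusted p = 0.856). The NF-kB list had -1.63 with all 5 mice, 0.663 without the block, 0.557 with at least 10 counts and -0.914 to 0.643 (without mouse 3). The fibroblast list had 0.707 without the block, 0.616 with at least 10 counts and -1.72 (without mouse 4) to 1.59 (without mouse 5). The enteroendocrine list ranged from -1.71 (without mouse 3) to 0.870 (without mouse 4), and was 0.759 without mouse 5. With all 5 mice, TNF signaling had -0.757 and the myeloid list -0.795.

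The mean cosine of the principal component shifts was 0.971, and 0.846 on log2 CPM, 0.550 with all 5 mice and 0.877 on all genes past the filter.

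The bacterial share was higher in every mouse used under every alternative. Its mean difference of 0.224 percentage points ranged from 0.144 (without mouse 2) to 0.265 with 1 mouse left out, where the smallest two-sided p is 0.125 (exact permutation test), so no alternative can pass a two-sided threshold of 0.05. It was 0.106 in listed gut families alone. Of 8 phyla, 2 were higher in every mouse, and 2 to 5 with 1 mouse left out (5 without mouse 3). The counting error of a library's share is at most 1.19% of it (Wilson 95% interval), so the number of mice and not the depth limits these tests. The eukaryotic rRNA share, from the paper's own counts, had a mean difference of -0.127 percentage points, and stayed lower under every alternative that could be run, from -0.164 to -0.0539 (without mouse 4) with 1 mouse left out. Its share of eukaryotic rRNA reads is fixed at 100% and gives no value.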

Differences from the paper's values

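The paper reports 201 genes higher in *Ifit1*-positive regions, and 123 were found here. Of the alternatives set before the data were examined, edgeR with median-of-ratios size factors (143 genes) and at least 10 counts in every library (134 genes) came within 1.5 times of the paper's count. The DESeq2 Wald test (764), no filter (116), no block (13), all 5 mice (40), robust dispersion (128) and each fit without 1 mouse (65 to 131) did not. DESeq2 with at least 10 counts in every library gave 190 higher and 80 lower genes, and was chosen after seeing the values. For lower genes the paper's count of 54 and the 53 found here are close, but DESeq2 gave 550. The DESeq2 run with 764 and 550 calls took in 47933 genes, and the one with at least 10 counts 18889. The paper's Supplementary Table 1a lists 16832 genes, so the first of these runs covered a much wider set than the paper's.

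The paper's Supplementary Table 1a gives *Mptx2* a log2 fold change of -10.51 (standard error 3.13), and the value here was -6.50. It gives *Ighv1-80* -9.90 (standard error 2.94), against -6.42 here. Both have 0 counts in the positive captures of mice 3 and 4. The DESeq2 Wald test gave -10.50 for *Mptx2* and -9.89 for *Ighv1-80*, and the fit without mouse 5 gave -12.70 and -11.97, each within the larger error of the paper's value. With robust dispersion the value of *Mptx2* stayed at -6.50 and only its standard error grew, to 4.43, so the gap was not closed. The other alternatives set before the data were examined that could fit these genes did not close the gap. Requiring at least 10 counts in every library leaves both genes out. Of the largest changes called here, the paper's DESeq2 adjusted p was over 0.05 for *Mptx2* (0.0516), *Ighv1-80* (0.0506), *Ighv4-1* (0.111), *Ighv1-9* (0.552) and *Gm47815* (0.130). It was under 0.05 for *Tmprss11f*, *Vmn1r180*, *Gm20655* and *Ighv11-2*. The DESeq2 Wald test run here missed *Ighv4-1* (adjusted p = 0.0546), *Ighv1-9* (0.321) and *Gm47815* (0.0633).

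The paper's Supplementary Table 1c lists 100911 reads classified as Bacteria in the positive capture of mouse 1, and the deposited table holds 63294. No alternative changes this count. In the other 9 libraries the deposited total was within 1.5 times of the paper's.

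The paper calls *Areg*, *Klf6*, *Cldn7*, *Epcam*, *Jun* and *Fos* higher, and none passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.364, 0.0507, 0.756, 0.721, 0.122 and 0.350). The DESeq2 Wald test called all 6. *Klf6* was also called with median-of-ratios size factors, at least 10 counts in every library, robust dispersion and without mouse 5, and *Jun* with at least 10 counts in every library. Of settings chosen after seeing the values, counts divided by 2 called *Klf6*, and DESeq2 with at least 10 counts in every library called *Areg*, *Klf6*, *Jun* and *Fos*. The paper reports the TNF and TGF-beta pathways as enriched, while the Reactome sets used here had an NES of 1.25 and -1.12 and did not pass. These are not the HALLMARK sets that the paper tested, so the results cannot be compared set for set. The list of TGF-beta target genes did pass in fgsea (NES 2.02), but not with all 5 mice (NES 1.23) or in fry. Of the 5 genera that the paper's Fig. 1h names as those with the greatest fold change in each mouse, none led by fold here with at least 100 reads in the positive capture and 1 read added to each count. In mouse 1 the leader was a group of mitochondrial sequences and not a named genus (144 reads against 0), and *Aliterella*, the genus of the figure, led by fold with 10 reads added (18.6-fold) or with at least 1000 reads required (19.5-fold). In mice 2 to 5 the genus of the figure led by fold in none of the alternatives run. By difference, *Aliterella*, *Dwaynesavagella*, *Corynebacterium* and *Duncaniella* led in mice 1 to 4 as in the figure. For mouse 5 the figure names *Cutibacterium*, and here *Turicibacter* led by difference and *Dermacoccus* by fold. *Cutibacterium* was 6.62-fold higher in that mouse (551 and 91 reads).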

Other observations

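The tests of skin, reagent and environmental genera and of immediate-early genes were chosen after the results were seen.

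The 6 captures of mice 3, 4 and 5 can be split into groups of 3 in 10 ways, and 4 of these part every pair. The other splits part 1 pair only. With mouse as a block they compare the real negative and positive captures of 1 mouse, so they cannot show what chance gives. Of the 4 splits that part every pair, the real one gave the most calls (176), and the others 8 to 34. So few splits cannot give a small p. With at least 10 counts in every library, the real split gave 170 genes and the others that part every pair 0. The other splits that part every pair swap the labels of 1 mouse. A real difference between captures then adds to their residual spread and lowers their calls, so their 0 calls do not show what chance gives. On counts simulated with nothing changed, 4 of 16618 genes were called at that filter. The simulation drew genes independently with the fit's own dispersion. It argues against chance as the source of most of the 170 only as far as that model holds. At the planned filter 68 of 33426 simulated genes were called with nothing changed, and how many of the 176 are due to chance stays open.

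Proliferation genes were lower in *Ifit1*-positive regions. A candidate explanation is that these captures reached less far into the crypt. Crypt stem cell markers had a median log2 fold change of -0.66 and Paneth cell markers of -1.99, while villus tip markers were higher (0.54, 13 of 14 genes, 8 called). Villus bottom markers had a median of -0.24. Mouse 5 shows a limit to this, since its crypt stem cell and Paneth cell medians were -0.04 and 0.09 while its MYC list was at -0.61 and its G2/M genes at -0.46. No list passed in fry. The crypt lists may also fall by a biological change within *Ifit1*-positive regions, which was not tested.

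Toll-like receptor genes are in part interferon-induced. Without the 2 members shared with interferon sets the NES was 1.64, against 1.73 with them, which argues against these 2 members as the whole reason. Other members can respond to interferon without being on those lists, and the reduced set did not pass in fry.

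Plasma cell genes were lower (median -0.84, 13 of 14 genes), and a smaller amount of lamina propria may lie behind this. Other lamina propria lists went different ways, with medians of 0.13 for myeloid, 0.02 for fibroblast and -0.32 for smooth muscle genes (10 of 10 lower). Myeloid and fibroblast members moved both ways and both lists changed direction between settings, so less lamina propria and fewer plasma cells cannot be told apart.

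Genera common on skin, in reagents and in the environment could raise the bacterial share. Without them the mean difference was 0.212 percentage points and 5 of 5 mice were higher, which argues against them as the whole reason. They held 40.4% of the rise in mouse 3. The list was written after reading the paper's own taxon table, and genera outside it were not tested.

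A TNF signature can come from immediate-early genes or from NF-kB targets. The immediate-early list had a median log2 fold change of 0.57 and the NF-kB list of -0.11, with members both ways. This is consistent with immediate-early genes, which handling of tissue and cytokines can both induce. The deciding value was chosen after both medians were seen. The immediate-early list holds *Fos*, *Jun* and *Klf6*, which the paper also names.

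Other lists had median log2 fold changes of 0.40 for T cells, -0.03 for goblet cells, -0.19 for enteroendocrine cells, -0.13 for IL-6 and STAT3 targets (whose NES was 1.48), -0.05 for interferon genes and 1.32 for the 6 genes the paper names in its text. Cell cycle genes had an NES of -1.86 and the unfolded protein response of -1.52.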
